A study of Homo sapiens with 6 samples. Its data were reported in "Inosine enhances tumor mitochondrial respiration by inducing Rag GTPases and nascent protein synthesis under nutrient starvation" (2023).

How the data were processed

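RNA was measured by sequencing in 6 samples of xenograft tumors. MDA-MB-231, a human triple-negative breast cancer cell line, had been injected orthotopically, that is into the mammary fat pads of immunodeficient mice, and tissue was taken from the tumor core (TC) or the tumor margin (TM). The labels put 3 samples in each group. The groups and replicate numbers were taken from the sample titles.

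The authors deposited a matrix of TPM, a unit of transcript abundance that is corrected for transcript length and scaled to a sum of 1000000 in each sample. According to the study's methods, paired reads were trimmed with SeqPrep and Sickle, aligned with HISAT2, assembled against a reference with StringTie and quantified per gene with RSEM. Neither the genome build nor the annotation release was stated, and no step was described that parts mouse from human reads. TPM keeps no sequencing depth, so the depth of each sample is unknown, no interval that rests on read counts could be given, and the count model used by the study (DESeq2) could not be run. The deposited columns summed to 1000000 in 5 samples and to 994381 in TM replicate 3. The number of other columns of values was 0.

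The matrix held 60930 features, of which 60671 were annotated genes and 259 were loci assembled outside the annotation. The latter were left out of the fits reported and included in an alternative. Gene symbols were found for 60401 annotated genes, and 96.2% of the annotated genes were present in GENCODE v29 on GRCh38. Gene positions, transcript length (the median over a gene's transcripts) and GC content were taken from that release. Positions are those of GENCODE v29, whatever build the authors used. A gene's values are summed over its transcripts, so no exon, intron or untranslated region is singled out.

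Values were transformed as log2(TPM + 1), and genes with at least 1 TPM in at least 3 of the 6 samples were tested, which left 13861 genes. TC was compared with TM by limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with a mean-variance trend, two-sided), without a covariate, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p-value under 0.05. Differences are TC minus TM on the log2(TPM + 1) scale, which understates the change of genes with low values. Single measures per sample were compared by a two-sided exact permutation test, for which the smallest p-value with 3 samples against 3 is 0.1.

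Gene lists were tested by gene set enrichment analysis with fgsea 1.28.0. Genes were ranked by the signal-to-noise ratio of log2(TPM + 1), 10000 gene permutations were drawn, and p-values were adjusted over 10 lists. Permuting genes leaves the correlation between the members of a list out of account, so camera with a preset correlation of 0.01, camera with an estimated correlation, and fry were run as alternatives. The lists, written from general knowledge of each pathway, covered purine metabolism, purine core enzymes, the TCA cycle, oxidative phosphorylation, the Rag and mTORC1 pathway, polyamine metabolism, extracellular matrix, hypoxia, the ATF4 response and proliferation. In addition, 3 panels of single genes named by the study or close to its question were followed, and 6 lists of marker genes of possible host cells were described by the median difference of each list and by its percentile among 10000 random lists matched on mean expression. All these lists, the tests and most alternatives were fixed before the data were examined.

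The genes named are all members of the purine and the Rag and mTORC1 panels, miR-33a and its host gene SREBF2 (from the series title), members of the TCA and mitochondrial panel with an unadjusted p-value under 0.05 (not every one of them is printed) together with CS and ACO1, the 5 largest rises and the 5 largest falls among called genes whose groups did not overlap, and the 3 leading members of each list with an adjusted p-value under 0.05. Genes chosen outside this rule are marked where they appear.

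The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, quantile normalization, rescaling by median-of-ratios factors, TPM recomputed without mitochondrially encoded genes, the replicate number as a block, empirical Bayes without a trend or in its robust form, 3 other rankings of the genes for the lists, the 3 other list tests named above, and leaving out each sample in turn. Inclusion of the unannotated loci and removal of each sample's trend over GC content and transcript length were added after the data were seen. Limma and gene set enrichment analysis were tested on simulated values for the 13861 genes, drawn independently for each gene. With 200 genes changed by 2 on the log2 scale, 99% of them were called and 8.76% of the calls were genes that had not been changed. With no change simulated, 0 genes were called. A list of 60 genes shifted by 0.6 reached a normalized enrichment score of 2.63, and 0 of 20 unchanged lists were called. The members of these lists were not correlated, so the result says nothing about false calls of lists with correlated members. Camera and fry were not simulated. Figures were drawn with matplotlib 3.10.9.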

Results

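To compare the transcriptomes of 2 zones of one kind of tumor, RNA-seq was performed on MDA-MB-231 xenografts, with 3 samples from the tumor core (TC) and 3 from the tumor margin (TM). The values were TPM as deposited by the authors, so sequencing depth was unknown and precision was judged only from the spread between replicates. In the TC samples 21942, 21417 and 21063 annotated genes were above 0 TPM, and in the TM samples 22848, 22678 and 23216. The TC mean was 21474 ± 442 (SD, n = 3) and the TM mean was 22914 ± 275 (SD, n = 3, exact permutation test, two-sided p = 0.1, the smallest possible for 3 against 3).

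First, the similarity of the samples was examined. Across the 13861 tested genes, Pearson correlation of log2(TPM + 1) averaged 0.969 between TC samples (3 pairs), 0.954 between TM samples (3 pairs) and 0.952 between a TC and a TM sample (9 pairs). These are correlations across genes, which are not independent replicates. Within TM, replicates 1 and 2 correlated at 0.968, above each of their correlations with a TC sample (0.945 to 0.964), whereas TM replicate 3 correlated at 0.951 and 0.942 with them and at 0.935 to 0.951 with the TC samples. The mean within-group correlation exceeded the mean between-group correlation by 0.00922, and by 0.0877 over the 1000 most variable genes, the alternative that moved it most. The first principal component held 32.7% of the variance and placed all TC samples at negative and all TM samples at positive scores. The second held 26.4% and set TM replicate 3 (36.8) apart from TM replicates 1 (-23.3) and 2 (-39.7).

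The share of TPM taken by mitochondrially encoded genes was 7.07% ± 1.52 (SD, n = 3) in TC and 10.3% ± 0.945 (SD, n = 3) in TM, with no overlap between the groups (exact permutation p = 0.1). Ribosomal protein genes took 24.3% ± 1.15 (SD, n = 3) in TC and 19.99% ± 2.20 (SD, n = 3) in TM, also without overlap (exact permutation p = 0.1). Neither test can reach 0.05 in this design.

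**Figure D1:**
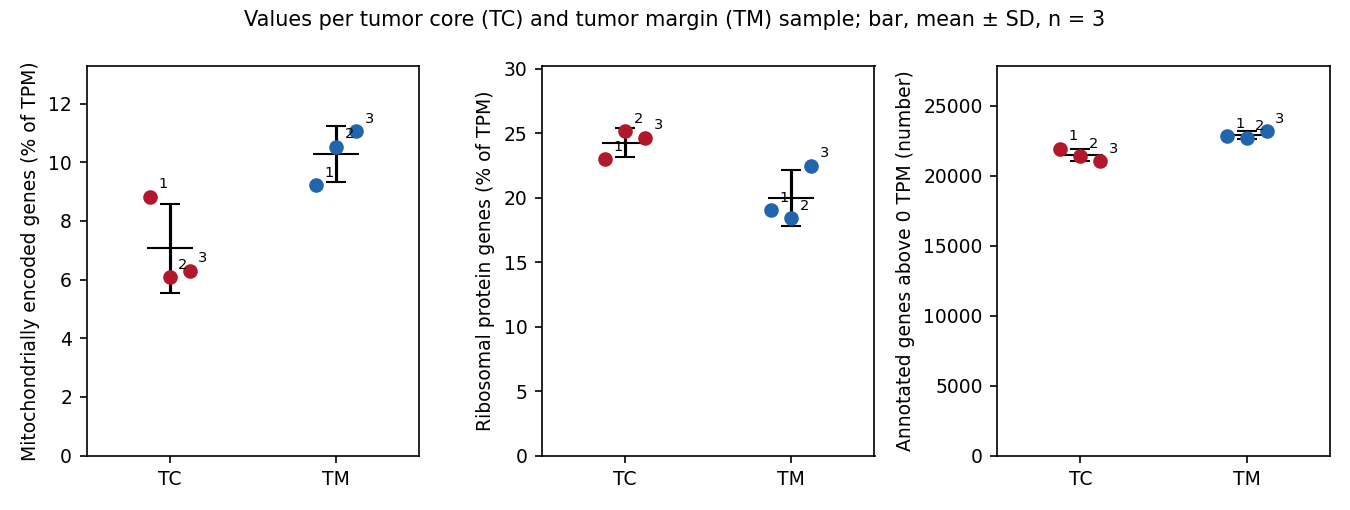
Values per sample for TC and TM, with the replicate number beside each point and the mean ± SD (n = 3) as bars. The panels show the percent of TPM from mitochondrially encoded genes, the percent from ribosomal protein genes and the number of annotated genes above 0 TPM, and in each of them the TC and TM samples do not overlap.

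To find genes that differed between the zones, TC was compared with TM by limma. At an adjusted p-value under 0.05, 19 of 13861 genes were called, 1 higher and 18 lower in TC. The number ranged from 1 gene without a filter on low values to 47 genes with robust empirical Bayes moderation, and leaving out TC replicate 3 left 0 genes (1632 had an unadjusted p-value under 0.05). Of the tested genes, 2240 (16.2%; 5% expected by chance) had an unadjusted p-value under 0.05, and 88.0% of these were lower in TC. This direction depended on the scaling of the samples. The median difference of all tested genes was -0.14, but it was 0.050 after median-of-ratios rescaling, which left 49.3% of genes with an unadjusted p-value under 0.05 lower in TC, and 0.014 after quantile normalization, which left 60.4%. Among the called genes, the split changed from 94.7% lower to 83.3% lower (5 of 6) after median-of-ratios rescaling and to 75% lower (3 of 4) after quantile normalization. It turned when a replicate was left out: 8 of 12 called genes were higher in TC without TC replicate 2, and 6 of 8 without TM replicate 2. Only 3 of these 12 and 3 of these 8 were among the 19, so the split is one of largely different genes. The TC and TM values did not overlap in 3071 genes (22.2%; 10% expected by chance).

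The called gene that was higher in TC was RNA5S11 (ENSG00000199334), a copy of the 5S ribosomal RNA gene at chromosome 1, 228632631 to 228632749 (minus strand; GENCODE v29, GRCh38). It was listed at 855, 343 and 294 TPM in TC replicates 1, 2 and 3 and at 0 in every TM sample (limma adjusted p = 8.00e-05). The 5S copies are nearly identical and can share reads, so the value of a single copy is uncertain. The 5 largest falls included NPIPB12 (ENSG00000169203; chromosome 16, 29483642 to 29505999), at 3.52 ± 1.76 TPM in TC and 30.1 ± 12.2 in TM (SD, n = 3, log2 difference -2.78, SE 0.37, limma adjusted p = 0.0444). NPIPB13 (ENSG00000198064; chromosome 16, 30222937 to 30254510) was at 1.92 ± 0.668 TPM in TC and 16.3 ± 4.86 in TM (SD, n = 3, log2 difference -2.56, SE 0.28, limma adjusted p = 0.0332). NPIPB5 (ENSG00000243716; chromosome 16, 22479121 to 22536521) was at 14.7 ± 3.38 TPM in TC and 77.5 ± 19.5 in TM (SD, n = 3, log2 difference -2.32, SE 0.22, limma adjusted p = 0.0227). These belong to a family of near-identical copies, and the reads of one can be assigned to another. The pseudogene ENSG00000237094 (chromosome 1, 365389 to 522928) was at 6.70 ± 2.80 TPM in TC and 35.8 ± 2.07 in TM (SD, n = 3, log2 difference -2.31, SE 0.26, limma adjusted p = 0.0332). ENSG00000276713, annotated as a signal recognition particle RNA (symbol Metazoa_SRP; chromosome 15, 62244330 to 62244595), was listed at 0 in every TC sample and at 3.96, 6.49 and 3.28 TPM in the TM samples (limma adjusted p = 0.0332).

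The study asked how purine metabolism differs between TC and TM, so the enzymes that make and use IMP and inosine were examined. Of 14 panel genes 13 were tested. The number called was 0, both when adjusted over the list alone (smallest adjusted p = 0.104) and over all genes (smallest adjusted p = 0.148, limma). An unadjusted p-value under 0.05 was found for 4 genes, all lower in TC. AMPD2 was at 51.9 ± 5.94 TPM in TC and 72.8 ± 5.27 in TM (SD, n = 3, log2 difference -0.48, SE 0.14, limma adjusted p = 0.148). The others were PNP (log2 difference -0.40), ATIC (-0.32) and IMPDH1 (-0.39), with limma adjusted p-values of 0.273, 0.229 and 0.235. NT5C2 (ENSG00000076685; chromosome 10, 103088017 to 103193306), which dephosphorylates IMP to inosine, was at 38.1 ± 6.59 TPM in TC and 41.5 ± 0.959 in TM (SD, n = 3), a log2 difference of -0.13 (SE 0.16, limma adjusted p = 0.744) that was smaller than its error and became 0.072 after median-of-ratios rescaling. ADA, which deaminates adenosine to inosine, was at 5.75 ± 0.423 and 5.60 ± 0.480 TPM (SD, n = 3, log2 difference 0.034, SE 0.20, limma adjusted p = 0.963). The log2 differences of IMPDH2, AMPD3, ADSS2, ADSL and HPRT1 were -0.019, -0.063, -0.11, -0.092 and -0.031, each smaller than its standard error. NT5C (0.14, SE 0.12) and ADSS1 (-0.65, SE 0.32) were not called either, with limma adjusted p-values of 0.645 and 0.372. AMPD1 was too low to test, at 0, 0.09 and 0 TPM in TC and 0.77, 0.92 and 0 in TM. After removal of mitochondrially encoded genes 1 panel gene passed when adjusted over the list alone (smallest adjusted p = 0.0476, limma), and 2 passed without TM replicate 3 (0.0492). The direction of the panel depended on the scaling. After median-of-ratios rescaling 0 genes were lower and 1 was higher in TC at an unadjusted p-value under 0.05 (NT5C, log2 difference 0.35, limma unadjusted p = 0.0483), with 8 genes higher and 5 lower in all, and AMPD2 had an unadjusted p-value of 0.135. After quantile normalization 3 were lower and 0 higher at that threshold.

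**Figure D2:**
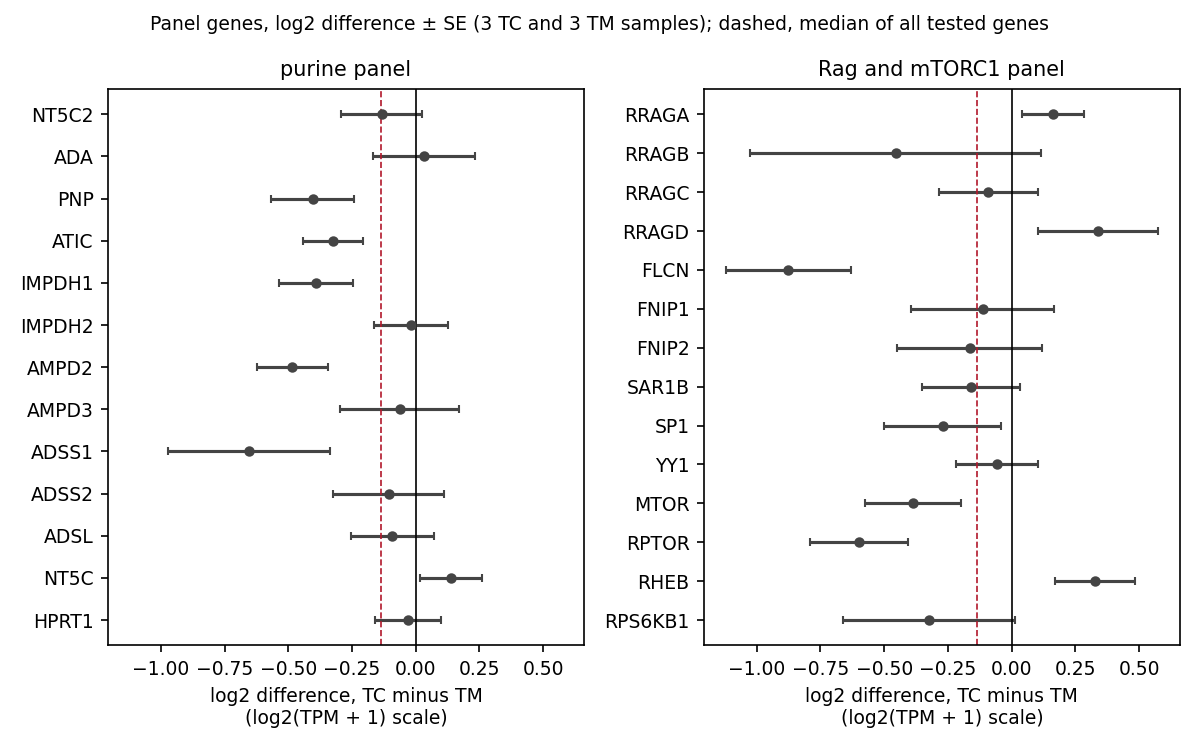
Log2 difference (TC minus TM, log2(TPM + 1) scale) of the tested genes of the purine and the Rag and mTORC1 panels, with SE bars from limma (3 TC and 3 TM samples) and the median of all tested genes (-0.14) as a dashed line. Most genes sit to the left of 0 and near the dashed line, and 0 of them were called.

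The Rag GTPases and the factors beside them were examined next, since the study placed mTORC1 downstream of inosine. Of 14 genes 0 were called, adjusted over the list alone (smallest adjusted p = 0.0960) or over all genes (smallest adjusted p = 0.141, limma), and 2 had an unadjusted p-value under 0.05. FLCN was at 13.1 ± 0.911 TPM in TC and 25.9 ± 9.31 in TM (SD, n = 3, log2 difference -0.88, SE 0.25, limma adjusted p = 0.141). RPTOR was at 11.9 ± 0.943 and 18.8 ± 3.79 TPM (SD, n = 3, log2 difference -0.60, SE 0.19, limma adjusted p = 0.181). The log2 differences of RRAGA, RRAGB, RRAGC and RRAGD were 0.16, -0.45, -0.091 and 0.34, with standard errors of 0.12, 0.57, 0.19 and 0.24, and limma adjusted p-values between 0.552 and 0.870. RRAGB varied most within TM (14.5, 33.3 and 4.30 TPM in replicates 1, 2 and 3), and its log2 difference was 0.18 without TM replicate 2 and -1.16 without TM replicate 3. For FNIP1, FNIP2, SAR1B, SP1 and YY1 the log2 differences were -0.11, -0.17, -0.16, -0.27 and -0.058. For MTOR, RHEB and RPS6KB1 they were -0.39, 0.33 and -0.32. After median-of-ratios rescaling the genes with an unadjusted p-value under 0.05 were RRAGA (log2 difference 0.37), RRAGD (0.53) and RHEB (0.54), all higher in TC, and FLCN (-0.68). Their limma unadjusted p-values were 0.0407, 0.0251, 0.0118 and 0.0353, against 0.0914 for RPTOR. After quantile normalization 2 genes were higher and 1 was lower at that threshold. Without TM replicate 2, 1 gene of this panel passed when adjusted over the list alone (smallest adjusted p = 0.0336, limma).

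Among 25 genes of the TCA cycle and mitochondria 0 were called, adjusted over the list alone (smallest adjusted p = 0.136) or over all genes (smallest adjusted p = 0.158, limma), and 5 had an unadjusted p-value under 0.05, all lower in TC. Citrate synthase (CS) was at 92.1 ± 0.565 TPM in TC and 127.8 ± 19.5 in TM (SD, n = 3, log2 difference -0.46, SE 0.14, limma adjusted p = 0.169). OGDH, DLST and SDHA, also among the 5, had log2 differences of -0.50, -0.38 and -0.34. ACO1 was at 49.0 ± 3.19 and 53.5 ± 3.87 TPM (SD, n = 3, log2 difference -0.12, SE 0.13, limma adjusted p = 0.713). After median-of-ratios rescaling 0 genes were lower and 2 were higher in TC at an unadjusted p-value under 0.05 (COX6C and ATP5PB, named after their values were seen), with unadjusted p-values of 0.113 for CS and 0.0584 for OGDH (limma), and after quantile normalization 3 were lower and 0 higher. Without TM replicate 3, 1 gene passed when adjusted over the list alone (smallest adjusted p = 0.0363, limma). The series title also names miR-33a. Its gene MIR33A was listed at 0 in all 6 samples, a value that libraries of long RNA give little information about, and its host gene SREBF2 was at 52.9 ± 3.89 TPM in TC and 67.4 ± 11.1 in TM (SD, n = 3, log2 difference -0.33, SE 0.16, limma adjusted p = 0.356).

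Gene set enrichment analysis was then applied to the 10 lists. Purine metabolism had a normalized enrichment score (NES) of -1.19 (adjusted p = 0.328, gene permutation), with 81 of 116 members lower in TC, and the core purine enzymes had an NES of -0.68 (adjusted p = 0.976, gene permutation). When genes were ranked by the moderated statistic of limma in place of the signal-to-noise ratio, purine metabolism passed the threshold (NES -1.38, adjusted p = 0.0277, gene permutation). The adjusted p-value of this list ranged from 0.0167 to 0.920 over the alternatives. The TCA cycle (NES -0.80), the Rag and mTORC1 pathway (-1.20), polyamine metabolism (-0.81), the ATF4 response (0.64) and proliferation (-0.89) did not pass, with adjusted p-values of 0.961, 0.384, 0.961, 0.976 and 0.961 (gene permutation). Of these, proliferation passed when genes were ranked by the moderated statistic (NES -1.67, adjusted p = 0.00818, gene permutation), with adjusted p-values up to 1.00 over the alternatives, and the Rag and mTORC1 pathway passed under fry alone (adjusted p = 0.0274, with a range up to 0.962).

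An adjusted p-value under 0.05 was found for 3 lists. Oxidative phosphorylation, made of nuclear-encoded subunits of the respiratory chain, was higher in TC (NES 2.15, adjusted p = 0.0182, gene permutation), with 53 of 72 members higher and a median log2 difference of 0.12. Hypoxia genes were higher in TC (NES 2.18, adjusted p = 0.0134, gene permutation), with 29 of 37 members higher and a median log2 difference of 0.22. Extracellular matrix genes were lower in TC (NES -1.45, adjusted p = 0.0468, gene permutation), with 45 of 59 members lower and a median log2 difference of -0.20. The number of single members called was 0 in each of the 3 lists, with 10, 4 and 9 members at an unadjusted p-value under 0.05. Under camera with a preset correlation the first 2 lists kept adjusted p-values of 1.91e-09 and 1.62e-08, but under camera with an estimated correlation the adjusted p-value was 0.814 for all 3 lists, and under fry it was 0.358, 0.358 and 0.245. Hypoxia also lost the threshold without TM replicate 1 (NES 1.18, adjusted p = 0.409) or TM replicate 2 (NES 1.65, adjusted p = 0.0941), and oxidative phosphorylation without TC replicate 3 (NES 1.38, adjusted p = 0.0904). Without TC replicate 1 oxidative phosphorylation also had an adjusted p-value above 0.05 (0.111, gene permutation). Its NES was higher there (2.93, against 2.15 with all samples), so that p-value does not reflect a weaker score. Extracellular matrix lost the threshold in 4 of the 6 fits that each left out one sample: without TC replicate 1 (NES -1.10, adjusted p = 0.652), TC replicate 2 (NES -1.33, adjusted p = 0.233), TM replicate 1 (NES -1.50, adjusted p = 0.0521) or TM replicate 2 (NES -0.72, adjusted p = 0.985). The mean log2(TPM + 1) of the 72 oxidative phosphorylation genes was 7.56 ± 0.121 in TC and 7.43 ± 0.1204 in TM (SD, n = 3, exact permutation p = 0.2).

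**Figure D3:**
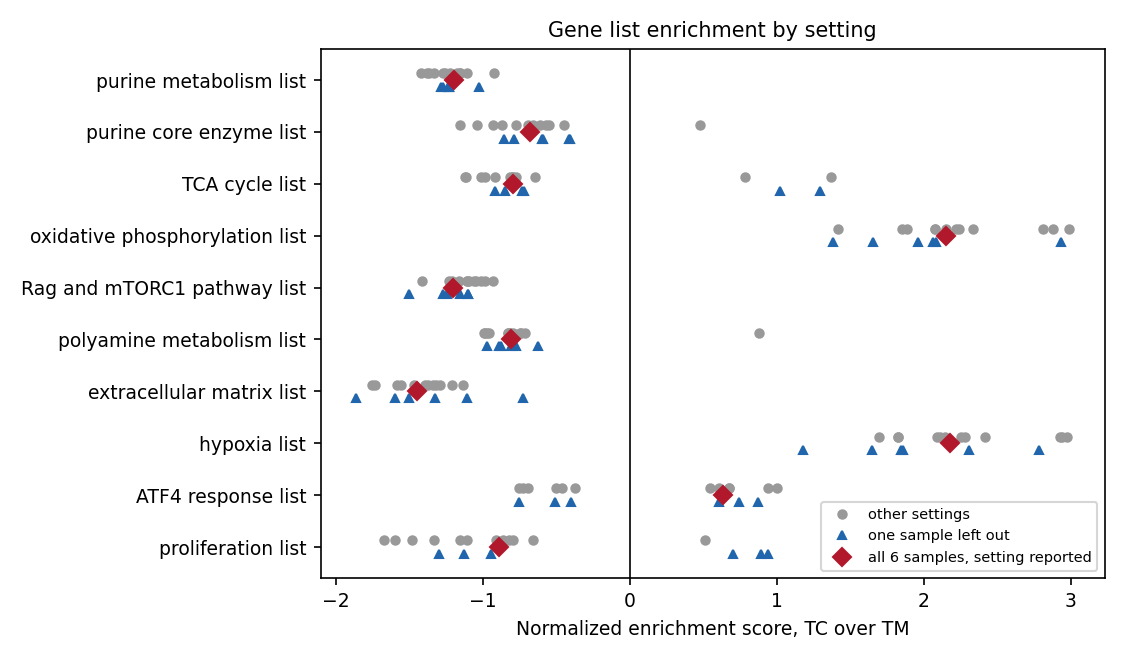
Normalized enrichment score (TC over TM) of each of the 10 lists, for all 6 samples in the setting reported (diamonds), with one sample left out (triangles) and under the other settings that give such a score (circles). Oxidative phosphorylation and hypoxia stay above 0 and extracellular matrix stays below 0 in the settings drawn. The core purine enzymes, the TCA cycle, polyamine metabolism, the ATF4 response and proliferation fall on either side.

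The leading members of oxidative phosphorylation were COX7C, NDUFA4 and NDUFA2. COX7C was at 626 ± 79.0 TPM in TC and 441.5 ± 46.9 in TM (SD, n = 3, log2 difference 0.50, SE 0.14, limma adjusted p = 0.142), and NDUFA4 and NDUFA2 had log2 differences of 0.53 and 0.51. Hypoxia was led by BNIP3, at 182.9 ± 19.9 and 122.1 ± 30.0 TPM (SD, n = 3, log2 difference 0.60, SE 0.18, limma adjusted p = 0.168), PGK1 (log2 difference 0.33) and ANKRD37 (0.75). For extracellular matrix the leading members were TNC, at 36.4 ± 4.52 and 57.7 ± 10.4 TPM (SD, n = 3, log2 difference -0.65, SE 0.17, limma adjusted p = 0.1297), PLOD3 (log2 difference -0.40) and COL5A1 (-0.92).

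The tumors grew in mice, so RNA of host cells can add to the human gene values where the sequences are alike. Marker genes of 6 host cell types, written beforehand, were therefore summarized. The median log2 difference was -2.18 for skeletal muscle (percentile 0 among 10000 lists matched on expression), -0.85 for fibroblasts (percentile 0), -0.30 for endothelium (percentile 3.4), -0.13 for macrophages (percentile 43.3), -0.11 for adipocytes (percentile 13.4) and 0.37 for erythroid cells (percentile 99.9). Most of these genes were low, with a median of mean TPM of 5.38, 3.32, 0.616, 1.11, 0.22 and 0.55 in the same order. The summed TPM of the skeletal muscle markers was 20.96, 26.9 and 20.6 in TC replicates 1, 2 and 3 and 258.5, 717 and 40.8 in TM replicates 1, 2 and 3, so the difference rested on TM replicates 1 and 2. The summed TPM of the fibroblast markers was 148, 208 and 341 in TC and 767, 1413 and 195 in TM, so that it was also highest in TM replicates 2 and 1, while TM replicate 3 lay within the range of the TC samples.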

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

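The tests in this part were chosen after the values had been seen. Loci assembled outside the annotation form a part of the matrix that the comparisons did not use, and they carried signal: their summed TPM was 2199.5, 1722.8 and 2643 in TC replicates 1, 2 and 3, and 1573.7 and 1889.4 in TM replicates 1 and 2. In TM replicate 3 the sum was 21.1, from 4 of 259 loci, against 203 to 214 loci in the other samples. A lower depth of that library is argued against, since it had 23216 annotated genes above 0, more than any other sample. The loci may instead have been left out when that library was quantified against another set of transcripts. In that case annotated genes would also be missing, and 49 annotated genes with over 1 TPM in each of the other 5 samples were at exactly 0 in TM replicate 3, against 5 or 6 in each of the other samples. Its column also summed to 994381 and not to 1000000. A separate run of the authors' pipeline therefore stays open, and its reason is not stated. No biological explanation was tested for the loci. In the other direction, 112 annotated genes over 1 TPM in TM replicate 3 were at 0 in the other 5 samples. The same count was 30 to 88 for each of the other samples. Since one library of TM differs from the rest in this way, a value of 0 in TM replicate 3 cannot be read as absence. If it was quantified in a separate run, its values above 0 may not be comparable with the other samples either. Comparisons of TC with TM that include it carry this limit.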

How the results depend on the processing

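Leaving out one sample gave from 0 to 17 called genes, and the count was 7 with a pseudocount of 0.1, 1 with no filter on low values, 4 after quantile normalization, 6 after median-of-ratios rescaling, 12 without a trend, 47 with robust moderation and 9 after removal of the GC and length trend. RNA5S11 was the gene called in the unfiltered fit. The number was 16 at a mean of at least 5 TPM, 26 without mitochondrially encoded genes and 19 with the unannotated loci included. The cause of the changes was not tested. The log2 difference was related to GC content, with a Spearman correlation of -0.33 over 11893 protein-coding genes. Within samples, the correlation of each gene's deviation from its mean with GC content was -0.59, -0.054 and 0.069 in TC replicates 1, 2 and 3. It was -0.10, 0.26 and 0.32 in TM replicates 1, 2 and 3, so the groups overlapped but the contrast is partly mixed with GC content. The replicate numbers gave no sign of pairing. The correlations of the deviations of same-numbered samples were 0.21, -0.12 and -0.16, and those of the other pairs ranged from -0.23 to 0.32. With 3 samples per group this cannot exclude pairing. The labels do not say whether a TC and a TM sample came from the same tumor. With the replicate number as a block 1 gene was called, and purine metabolism (NES -1.42, adjusted p = 0.0167, gene permutation) and proliferation (NES -1.59) passed their threshold while extracellular matrix did not (NES -1.13) and the ATF4 response turned (NES -0.75). Ranking by the moderated statistic without a block gave similar scores for these lists (-1.38, -1.67, -1.21 and -0.73). The list changes therefore cannot be put down to the block.

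The panels had from 0 to 2 (purine), 0 to 1 (Rag and mTORC1) and 0 to 1 (TCA and mitochondrial) called genes over the fits that each left out one sample, and the purine panel had 1 without mitochondrially encoded genes.

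Across the fits that each left out one sample, NES ranged from 1.38 to 2.93 for oxidative phosphorylation, 1.18 to 2.79 for hypoxia, -1.86 to -0.72 for extracellular matrix, -1.29 to -1.02 for purine metabolism, -0.86 to -0.40 for the core purine enzymes, -0.91 to 1.29 for the TCA cycle, -1.50 to -1.10 for the Rag and mTORC1 pathway, -0.97 to -0.62 for polyamine metabolism, -0.75 to 0.88 for the ATF4 response and -1.29 to 0.94 for proliferation. On the moderated statistic, purine metabolism (-1.38) and proliferation (-1.67) passed, extracellular matrix (-1.21) did not and the ATF4 response turned (-0.73). On the signal-to-noise ratio of TPM, proliferation passed (-1.48), extracellular matrix did not (-1.32) and the ATF4 response turned (-0.69). Extracellular matrix also failed with a pseudocount of 0.1 (-1.34), no filter (-1.29), no mitochondrially encoded genes (-1.37) and the GC and length trend removed (-1.39). Oxidative phosphorylation failed after quantile normalization (1.42). Adjusted p-values were 0.814 for oxidative phosphorylation, hypoxia and extracellular matrix under camera with estimated correlation, 0.358, 0.358 and 0.245 under fry, and 0.458 for extracellular matrix under camera with preset correlation, and the Rag and mTORC1 pathway passed under fry (0.0274). After median-of-ratios rescaling the core purine enzymes (0.48), the TCA cycle (0.78) and proliferation (0.51) turned. With no filter the TCA cycle (1.37) and polyamine metabolism (0.88) turned. The ATF4 response did with a pseudocount of 0.1 (-0.37), a mean of at least 5 TPM (-0.50) and no mitochondrially encoded genes (-0.46). It also pointed down under fry, which gives no such score (adjusted p = 0.358). The core purine enzymes pointed up under camera (adjusted p = 0.742 preset, 0.937 estimated). None of the lists passed its threshold in a setting in which it turned. The causes were not tested.

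Some panel genes changed sign, none of them called. After median-of-ratios rescaling the log2 difference was 0.072 for NT5C2, 0.19 for IMPDH2, 0.12 for AMPD3, 0.10 for ADSS2, 0.12 for ADSL, 0.18 for HPRT1, 0.11 for RRAGC, 0.056 for FNIP1, 0.042 for SAR1B, 0.15 for YY1 and 0.084 for ACO1. After quantile normalization it was 0.031 for NT5C2, 0.13 for AMPD3, 0.073 for ADSS2, 0.052 for HPRT1, 0.12 for RRAGC, 0.059 for FNIP1, 0.018 for FNIP2, 0.0016 for SAR1B and 0.12 for YY1. The cause was not tested. ADA became -0.010 without mitochondrially encoded genes, and with the GC and length trend removed IMPDH2 became 0.039 and AMPD3 0.029. Across the fits that each left out one sample, the ranges were -0.020 to 0.085 for ADA, -0.10 to 0.093 for IMPDH2, -0.22 to 0.082 for AMPD3, -0.27 to 0.084 for ADSS2, -0.23 to 0.029 for ADSL, -0.11 to 0.031 for HPRT1, -1.16 to 0.18 for RRAGB, -0.25 to 0.0080 for RRAGC, -0.32 to 0.048 for FNIP1, -0.34 to 0.016 for FNIP2 and -0.17 to 0.0026 for YY1.

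The within-group minus between-group correlation was from 0.0032 to 0.0136 with one sample left out and 0.0877 over the 1000 most variable genes. With a pseudocount of 0.1 the adipocyte list moved to -0.69 and the erythroid list to 1.32, and the cause was not tested. With one sample left out the marker lists ranged from -0.17 to -0.090 (adipocyte), -3.24 to -1.40 (skeletal muscle), -1.27 to -0.44 (fibroblast), -0.32 to -0.19 (endothelial), -0.20 to -0.046 (macrophage) and 0.16 to 0.57 (erythroid). TPM holds no depth, so no result could be weighed by it.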

Other observations

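Of the tests in this part, the 3 on the direction of the differences by rescaling or trend removal, and those on the 5S copies and skeletal muscle, were chosen after the values they concern had been seen, and the others were fixed before their result was known.

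Most genes with an unadjusted p-value under 0.05 were lower in TC. A larger share of the 100 most abundant genes in TC is argued against as the whole cause: with these genes left out and the rest rescaled, 82.6% were still lower, and their share of TPM was 42.5%, 43.0% and 42.6% in TC and 38.7%, 39.03% and 43.7% in TM. After removal of each sample's trend over GC content and transcript length, 85.9% were lower. By the limit set for this test that share counted against such a bias. The reading does not hold, because the removal kept each sample's overall level. A shift shared by most genes therefore stayed (median difference -0.13), and the test cannot decide whether such a bias adds to the direction. Median-of-ratios rescaling brought the share to 49.3%, and trend removal with centring to 54.0%, and by the limits set for these tests (40 to 60%) scaling would account for the pattern. That reading was set aside after the result was seen, because centring brings such a share near 50% by construction. Scaling and a true shift therefore cannot be told apart from TPM, which holds no depth.

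Among RNAs that are largely kept in the nucleus, MALAT1 and NEAT1 were lower in TC. MALAT1 (7.54, 5.90 and 4.21 TPM in TC, 23.8, 27.4 and 89.7 in TM) and NEAT1 (30.0, 18.8 and 22.3 in TC, 46.9, 56.7 and 55.1 in TM) drew attention after their values were seen. A list of 30 other genes known to keep introns was then written before its values were seen, without these 2 and without the NPIPB copies. Their values are summed over transcripts, so the keeping of introns or of RNA in the nucleus was not itself measured. All 30 were lower in TC, 20 of them with an unadjusted p-value under 0.05 and 0 with an adjusted p-value under 0.05 (limma), and the median log2 difference was -0.55. The median was -0.46 after quantile normalization and -0.35 after median-of-ratios rescaling, with 29 and 28 of 30 lower, and 29 or 30 were lower whichever sample was left out. Bias by GC content and length, as medians over a gene's transcripts, is argued against (percentile 0 among lists matched on these and on expression). Reads shared between paralogs stay open: the median also lay at percentile 0 among lists matched on expression alone, with or without GOLGA8A and GOLGA8B, but such matching does not test read sharing. By the limit written beforehand this counted against shared reads, a reading set aside after the result was seen. A candidate explanation that was not tested is a difference in the nuclear share of the RNA between the zones or in how the tissue or RNA was handled. Whether tissue zone or sample preparation is behind it stays open.

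GC content and length, each taken as the median over a gene's transcripts, did not account for the list results of oxidative phosphorylation and hypoxia. Their median log2 differences lay at percentiles 99.95 and 100 among matched lists. Such a length need not be that of the transcripts expressed, so a bias by expressed length is not excluded. Of the lists without a call, proliferation lay at percentile 0.01 and the TCA cycle at percentile 3.31 among such lists, both lower in TC, and the other 5 lay between 6.7 and 55.8. These 7 were looked at without a test set beforehand. For extracellular matrix the median lay at percentile 10.8, so GC content and length may account for it. RNA of host fibroblasts may also add to it: without the fibroblast markers the NES was -1.32 (enrichment score -0.50, against -0.54 with them), and the unadjusted p-value rose from 0.0159 to 0.0657 (gene permutation), so the list no longer passed. By the limit written before the test, a loss of most of the enrichment score, the score of -0.50 argued against host fibroblast RNA. This reading was weakened after the result was seen, because only 4 of 59 members were removed and other matrix genes can come from the same cells, so the explanation stays open.

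With 6 samples there are 10 splits into 3 and 3, and none of the following results can reach a share under 0.05. The real split gave the most called genes (1 of 10 splits had as many as 19) and the most genes with an unadjusted p-value under 0.05 (1 of 10). As large an absolute NES was found in 3 of the 10 splits for oxidative phosphorylation, 4 for hypoxia, 6 for extracellular matrix, 1 for purine metabolism, 4 for the core purine enzymes, 3 for the TCA cycle, 2 for the Rag and mTORC1 pathway, 3 for polyamine metabolism, 8 for the ATF4 response and 8 for proliferation. For the purine, the Rag and mTORC1 and the TCA and mitochondrial panels all 10 splits matched the real count of 0, which says nothing.

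The fall of RNA5S11 to 0 in TM may be due to reads shared between copies of the 5S gene, since 14 of the 16 other copies went from 0 to over 50 TPM between samples of one group. The sum over all 17 copies was 6028, 2372 and 4247 TPM in TC and 1355, 814 and 714 in TM. Shared reads are argued against as the cause of that difference, because the lowest TC sum was 1.75 times the highest TM sum. The summed 5.8S genes moved alike (1395, 542 and 1257 in TC, 417, 274 and 239 in TM). A difference in how much ribosomal RNA was removed from the libraries was not tested.

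Skeletal muscle genes were high in TM replicates 1 and 2, and ACTA1 was at 53.7 and 164.6 TPM in these and at 2.87 or less in the other samples. RNA of host skeletal muscle is a candidate source: 15 of the 17 genes of the muscle list found in the matrix were higher in both samples than in each of the other 4, including the abundant TNNC2 (50.5 and 116.2 TPM) and CKM (26.7 and 59.95 TPM). A lower share of tumor cells alone would raise the markers of all host cells alike. TC replicate 3 had the most fibroblast signal of the other samples. On a scale from 0 (lowest of the other 4 samples) to 1 (mean of TM replicates 1 and 2), the 7 fibroblast markers with at least 5 TPM in both lay between 0.11 and 0.28 there, and the 10 muscle markers between 0 and 0.018. In TC replicate 3 this argues against a lower tumor share alone. It holds only if these fibroblast transcripts come from the host and not from tumor cells, which was not tested. It rests mainly on this sample. Medians of the fibroblast and muscle markers were 0.051 and 0.0088 in TC replicate 2, but 0 and 0.0039 in TC replicate 1. They were 0.019 and 0.0026 in TM replicate 3, where the highest muscle marker (0.235) exceeded the highest fibroblast marker (0.162). The test replaced an earlier test on lists near 0 TPM, after the earlier result had been seen. If host muscle is the source, mouse reads that align to human genes would account for part of the TM values. TM replicate 3 shared little of this signal. Its summed muscle marker TPM was 40.8, against 258.5 and 717 in TM replicates 1 and 2 and 20.6 to 26.9 in TC. TPM2 was at 37.5 TPM in TM replicate 3, against 14.5 to 18.4 in TC.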
